A study of Homo sapiens with 12 samples.

How the data were processed

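RNA was measured in 12 libraries from a pair of human leukaemia cell lines, 3 libraries in each of 4 groups: TOM-1 control, TOM-1 with ADI-PEG20, RS4;11 control and RS4;11 with ADI-PEG20. Groups and replicate numbers were taken from the sample titles, and each column of the table was matched to its sample through the column name that the sample's description gives. The authors deposited 1 table of raw counts, whole-number read counts per Ensembl gene identifier, not normalized. Per the labels, total RNA was extracted with a column kit and libraries were made by poly(A) capture. The aligner, the counting program, the use of strand, the genome build and the annotation release are not stated. Reads shared by overlapping genes can therefore have been discarded, split or assigned to either gene, and for named genes overlaps of 10% or more of their exonic bases are given.

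The table held 60664 genes, of which 29301 had 0 counts in every library. Each line of the table named a gene, and each column belonged to a sample. Gene symbols came from a table of Ensembl names, in which 60463 identifiers were found. Transcript length, GC content, positions and overlaps came from GENCODE release 29 on GRCh38, which held 58396 of the identifiers; the build used for counting is not stated. Total counts per library ran from 18958144 to 35956959. A gene at 0 counts was treated as having up to 3 counts, the upper limit that a count of 0 allows, and libraries with 3 counts or fewer are described as at the floor. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

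Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which kept 17349, and libraries were scaled by the trimmed mean of M values (TMM). A single group-means model over all 12 libraries was fitted with glmQLFit, and contrasts were tested with glmQLFTest, the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. The 4 contrasts were ADI-PEG20 against control in TOM-1, the same in RS4;11, the difference between these effects, and TOM-1 against RS4;11 in control culture. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of F. Values per group are CPM, scaled by TMM, as mean ± SD over 3 libraries. Fold changes against a group at the floor are lower bounds, computed against 3 counts.

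Lists of genes were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over 42 tests of 14 lists in 3 contrasts. The lists were arginine metabolism and transport, ATF4 targets of the amino acid response, aminoacyl-tRNA synthetases, ER chaperones and ERAD, cholesterol biosynthesis, cytosolic ribosomal proteins, ribosome biogenesis and MYC targets, DNA replication and G1/S, G2/M, p53 targets, interferon-stimulated genes, autophagy and lysosome, nuclear-encoded oxidative phosphorylation, and mitochondrially encoded protein genes. A further list of genes of KMT2A-rearranged leukaemia served only to check the line labels. A list of heat-shock genes was added after the data had been seen.

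The design, the lists, the first set of alternatives and the rule for named genes were fixed before the data were examined. By that rule the text names, for each contrast, the 4 genes with the largest log2 fold change in each direction. They had to pass the threshold, reach a mean of 5 CPM, carry a gene symbol, and show no overlap between the libraries of the groups compared, in at least 1 line for the difference between the lines. A further 12 genes were named in advance whatever their values: ASS1, ASL, ARG2, SLC7A1, ATF4, ASNS, CHAC1, DDIT3, TRIB3, SESN2, HOXA9 and MEIS1. Of the genes the rule selects, 1 is not reported here. Other genes were chosen after their values had been seen, and are marked so.

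Alternatives chosen then were DESeq2 size factors and upper-quartile scaling in edgeR, no filter, a filter on a mean of 10 counts, the Wald test of DESeq2 1.42.0, the replicate number as a block, a fit on the 6 libraries of a contrast alone, and each library left out in turn. For the lists they were fry, camera with an estimated correlation, DESeq2 size factors, the block and each library left out. Chosen after the data had been seen were the RS4;11 contrast without a departing TOM-1 library, limma voom with sample quality weights, and offsets that take out each library's trend with transcript length (lowess, span 0.3). Figures were drawn with matplotlib 3.10.9.

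The tests were tested on simulated data, with 200 of 17349 genes changed 2-fold or 4-fold in treated TOM-1. Counts were drawn from group means, library totals and a dispersion per gene that all libraries shared. The changed genes had a mean of at least 5 CPM over all libraries and in TOM-1 control. No library was simulated as a departing one. The simulation therefore does not show how the tests behave with such a library, nor the recovery of genes at lower levels. With all 12 libraries, edgeR recovered 158 of the 200 in TOM-1 with 7 false calls, DESeq2 171 with 46 false calls, and edgeR 91 in the difference between the lines. Without TOM-1 control replicate 3, over 18321 genes, it recovered 194 and 185. In simulated RS4;11, where nothing was changed, edgeR called 0 genes in both settings and DESeq2 called 5 and 2.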

Results

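TOM-1 and RS4;11 are B-cell acute lymphoblastic leukaemia cell lines. TOM-1 carries the Philadelphia chromosome, which joins BCR to ABL1, and RS4;11 carries a rearrangement of KMT2A. ADI-PEG20 is a pegylated arginine deiminase, an enzyme that removes arginine from the medium by converting it to citrulline. Cells can rebuild arginine from citrulline with argininosuccinate synthase (ASS1) and argininosuccinate lyase (ASL). The title of the series concerns a lack of ASS1 in leukaemia with the Philadelphia chromosome. Poly(A) RNA was sequenced after 24 h in control culture or with 1000 ng/ml ADI-PEG20, in 3 libraries for each line and condition. Raw counts per gene summed to between 18958144 and 35956959 per library.

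TOM-1 control replicate 3 departed from every other library. It had reads in 14963 genes, against 19857 to 21997 in the other 11 libraries, at a total of 22206152 counts. Ribosomal protein genes took 19.75% of its counts, and 9.18% and 8.93% in TOM-1 control replicates 1 and 2. Its log-scale correlation with those replicates was 0.944 and 0.942 across genes, whereas the lowest value for any other pair of replicates was 0.991. It stayed in the design fixed in advance, and values without it are given for called genes and for log2 fold changes that it moved by more than 1.5 times or past the threshold. No pair of replicates was alike within sampling noise, with a chi-square per degree of freedom of at least 4.9.

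**Figure D1:**
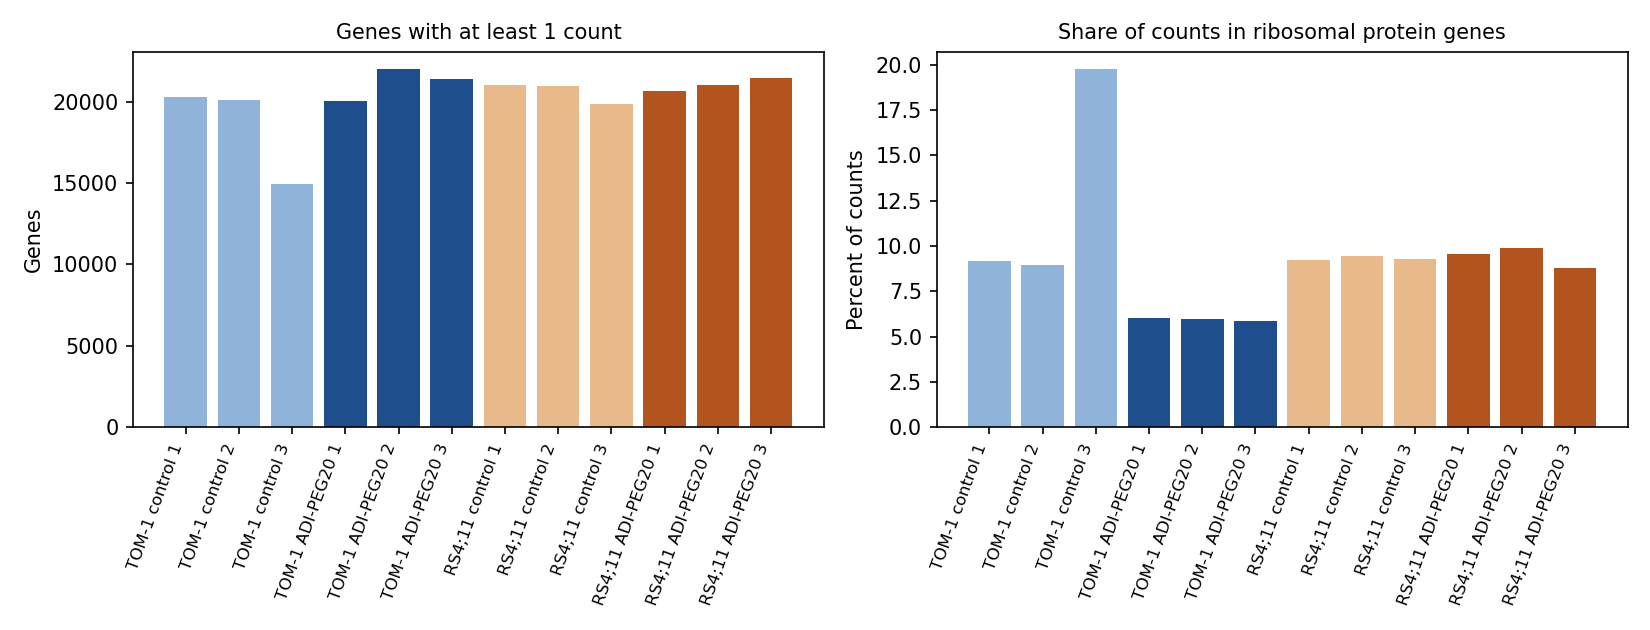
Number of genes with at least 1 count (left) and percent of counts in ribosomal protein genes (right) in each of the 12 libraries, with bars coloured by group. TOM-1 control 3 stands at 14963 genes and 19.75%, apart from the other 11 libraries.

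The lines were first compared in control culture. HOXA9 and MEIS1, genes of KMT2A-rearranged leukaemia, had 0 counts in all TOM-1 control libraries, and 76.8 ± 6.05 and 70.5 ± 2.18 CPM (SD, n = 3) in RS4;11 control. They were at least 626-fold and 575-fold lower in TOM-1. Of the 17 tested genes in the list for that leukaemia, 1 was higher in TOM-1, and the median log2 difference was -5.36, against -0.07 for all genes. HOXA9 shares 15.9% of its exonic bases with genes on the same strand and 13.9% with genes on the opposite strand.

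ASS1 (ENSG00000130707), at chromosome 9, 130444929 to 130501274, plus strand, in GENCODE release 29 on GRCh38, had 0 counts in each TOM-1 control library. In RS4;11 control it stood at 161.5 ± 20.1 CPM (SD, n = 3), so that it was at least 1318-fold lower in TOM-1 control culture. ASL (ENSG00000126522) stood at 18.5 ± 5.78 CPM in TOM-1 and 24.8 ± 1.56 CPM in RS4;11. That difference (log2 -0.42, SE 0.19, adjusted p = 0.105) was not past the threshold with all libraries, and without TOM-1 control replicate 3 it was -0.71 on the log2 scale (edgeR, adjusted p = 9.72e-05). In GENCODE, 17.6% of the exonic bases of ASL are shared with another gene on the same strand.

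Between the control cultures 6014 of 17349 genes differed, 2816 higher and 3198 lower in TOM-1, and 9681 (4648 higher, 5033 lower) differed without TOM-1 control replicate 3. TRIB3, CHAC1 and SESN2 were higher in TOM-1 control, by 1.72, 1.15 and 1.04 on the log2 scale. ATF4 was not called (0.16), and was lower in TOM-1 without that library (-0.17, adjusted p = 0.013). SLC7A1 was not called either (0.24), and was higher without it (0.58, adjusted p = 3.6e-07). Of the 20 tested genes for arginine metabolism and transport 10 differed, 11 when adjusted over the list alone, and 16 without that library. The libraries of the groups did not overlap for 42.7% of genes, where chance gives 10%. By the rule fixed in advance, SHANK3, MATK, PITX1 and KHDRBS3 led the genes higher in TOM-1. Each had 0 counts in RS4;11 control, and they were at least 1251-fold, 1213-fold, 1109-fold and 1037-fold higher in TOM-1. PRSS12, CPXM1 and XIST were among the genes lower in TOM-1 by that rule, by at least 2409-fold, 1545-fold and 1416-fold. XIST shares 30% of its exonic bases with a gene on the opposite strand, and its count is uncertain because the use of strand is not stated.

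In TOM-1, ADI-PEG20 changed 5527 of 17349 genes, 2765 higher and 2762 lower, and 2788 of them at least 2-fold (edgeR, adjusted p under the threshold). Over the alternatives the count ran from 2639, in the fit on the 6 TOM-1 libraries alone, to 8434, with sample quality weights, and 7616 were called without TOM-1 control replicate 3. The libraries of the groups did not overlap for 46.2% of genes, where chance gives 10%.

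Genes of the amino acid response rose in TOM-1. TRIB3 (ENSG00000101255, chromosome 20, 362835 to 397559) rose from 60.4 ± 22 to 886.3 ± 46.3 CPM (SD, n = 3), a log2 fold change of 3.88 (SE 0.24, adjusted p = 1.66e-06). CHAC1 rose from 13.1 ± 0.514 to 51.5 ± 0.289 CPM, with a log2 fold change of 1.98 (SE 0.16, adjusted p = 7.38e-06). SESN2 rose by 2.09 (SE 0.12, adjusted p = 1.22e-06). DDIT3 rose by 2.22 (SE 0.28, adjusted p = 1.68e-04), with 31.6% of its exonic bases shared with genes on the opposite strand and 8% on the same strand. For each of these 4 genes all 3 treated libraries lay above all 3 controls. ASNS rose by 2.63 (SE 0.91, adjusted p = 0.0448), but it had at most 149 counts in any library and shares 44.6% of its exonic bases with a gene on the same strand. Its call was lost in 4 of the 6 fits that each left out 1 library, so it is reported as uncertain. ATF4 fell by 0.59 (SE 0.19, adjusted p = 0.0327), and by 0.26 without TOM-1 control replicate 3. That call was lost when any treated TOM-1 library was left out, with adjusted p up to 0.0819.

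Treated TOM-1 libraries had 14, 5 and 0 counts of ASS1. This is 0.263 ± 0.306 CPM (SD, n = 3), at least 2.15-fold above the floor of the controls. That bound rests on treated replicate 1, without which the mean (0.0955 CPM) lay below the floor (0.123 CPM) and no increase is bounded. The ASS1 call in TOM-1 (adjusted p = 0.0266) was lost without treated replicate 1 (adjusted p = 0.0751) and also without control replicate 1. ASL fell by 0.73 (SE 0.19, adjusted p = 0.0118), and by 0.46 without TOM-1 control replicate 3. The arginine transporter SLC7A1 rose by 0.94 (SE 0.28, adjusted p = 0.0246), and by 0.60 without that library (adjusted p = 4.63e-07). The SLC7A1 call was lost when any treated library was left out (adjusted p up to 0.073). ARG2, which shares 37.4% of its exonic bases with a gene on the opposite strand, did not pass the threshold (log2 fold change 0.72, SE 0.59). The log2 fold change of ARG2 ran from 0.14 to 1.00 over 6 fits that each left out 1 library. Of 26 genes for arginine metabolism and transport 20 were tested. In TOM-1, 9 of these were called over all genes, 2 higher and 7 lower, and 10 when adjusted over the list alone.

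**Figure D2:**
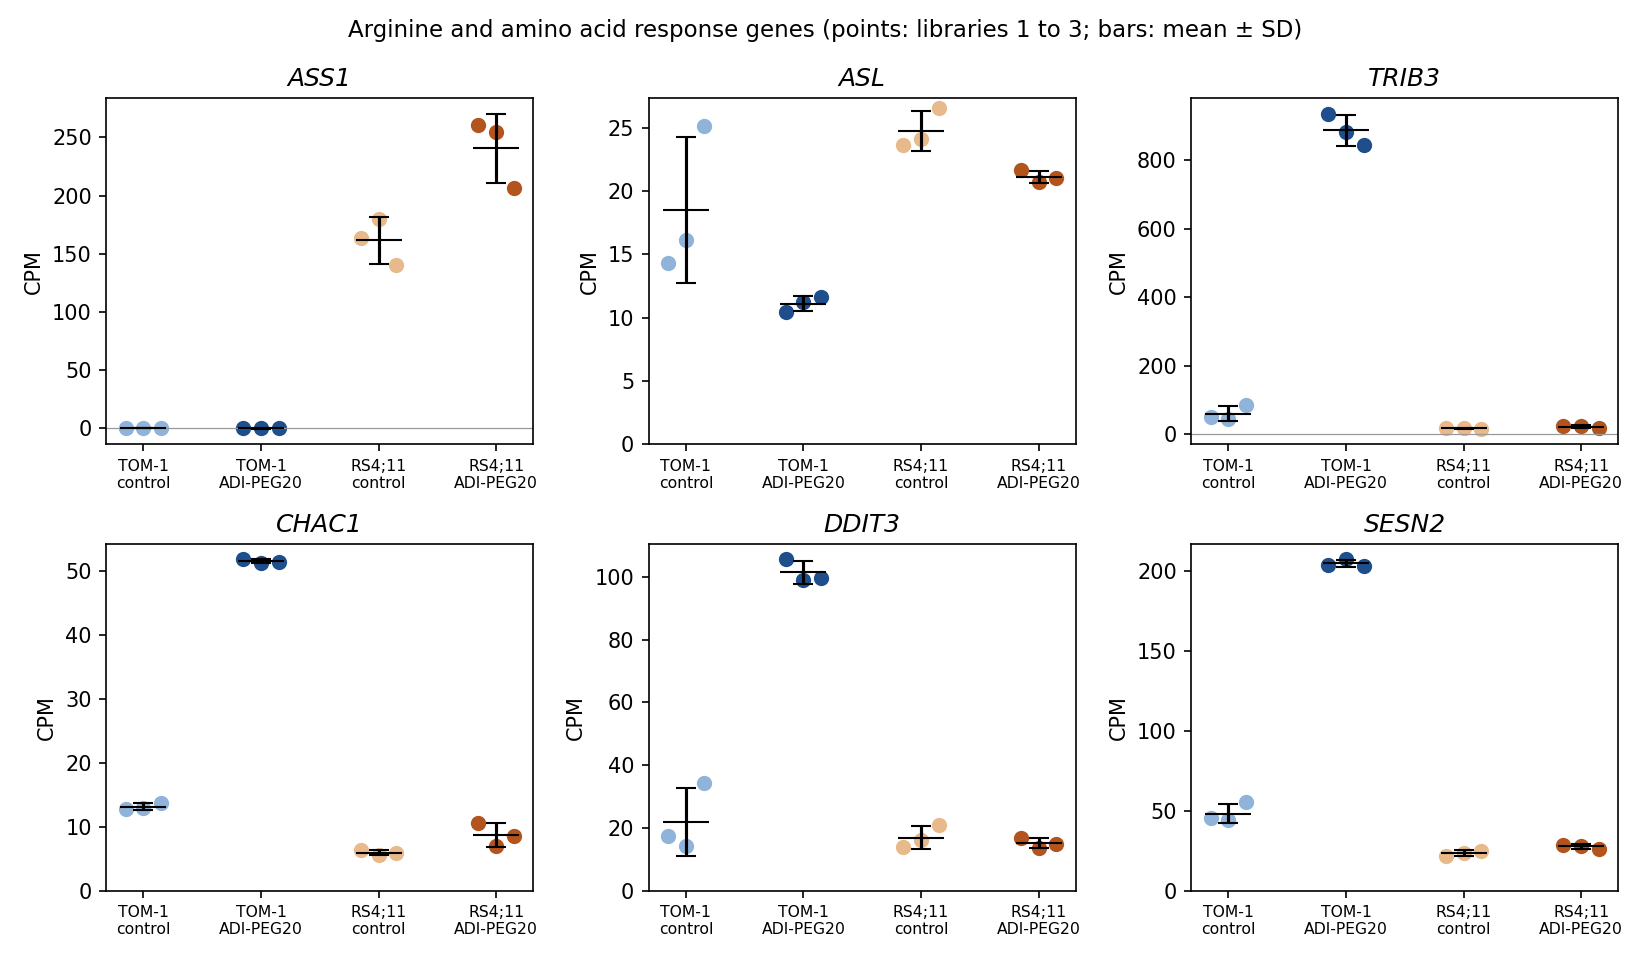
CPM of ASS1, ASL, TRIB3, CHAC1, DDIT3 and SESN2 in each group, with points for the 3 libraries and bars for mean ± SD on linear axes. ASS1 stood at 161.5 CPM in RS4;11 control and 0 in TOM-1 control, and TRIB3 rose to 886.3 CPM in treated TOM-1.

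The rule fixed in advance named TREML2, SLC16A6, DMGDH and BHLHE40 as the genes that rose most in TOM-1. Their log2 fold changes were 7.22, 6.48, 5.55 and 5.53, and treated levels were 10.4, 10.8, 10.9 and 21.2 CPM from under 1 CPM in control. S100A4, FRMPD1, SCD and CD52 fell most, with log2 fold changes of -3.98, -3.79, -3.43 and -3.25. TREML2 and SLC16A6 each had reads in 1 TOM-1 control library only, so the sizes of their changes rest on that library. The largest adjusted p of these 8 genes was 0.00101, and in fits that each left out 1 library it was 0.00599. S100A4 in TOM-1 control replicate 3 was 208.5 CPM, against 64.1 and 71.6 CPM in the other control libraries.

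In RS4;11, ADI-PEG20 changed 0 of 17349 genes past the threshold, with 325 at an unadjusted p under 0.05 where chance gives 867. The libraries of the groups did not overlap for 16.8% of genes, where chance gives 10%. The count of 0 changed when TOM-1 control replicate 3, which entered the shared estimate of the spread, was left out. Without it 58 genes were called, 37 higher and 21 lower, with 2207 at an unadjusted p under 0.05. The fit on the 6 RS4;11 libraries alone called 3 genes, all among the 58. ASS1 went from 161.5 ± 20.1 to 240.6 ± 29.7 CPM (SD, n = 3), a log2 fold change of 0.58 (SE 0.34, edgeR adjusted p = 1). All 3 treated libraries lay above all 3 controls. Without TOM-1 control replicate 3 the change of ASS1 was 0.57 (SE 0.12, adjusted p = 0.0422). TRIB3 (0.28), CHAC1 (0.56), SESN2 (0.24) and DDIT3 (-0.16) did not pass the threshold, at an adjusted p of 1. Leaving out TOM-1 control replicate 3 gave these 4 genes adjusted p of 0.251, 0.0923, 0.175 and 0.724. Among the 58 genes, the lowest adjusted p belonged to ATF5 (log2 fold change 0.43, adjusted p = 0.00185), SLC7A11 (0.66, adjusted p = 0.00959) and WARS1 (0.38, adjusted p = 0.00959), which were chosen after their values had been seen. ATF5 and SLC7A11 are in the list of ATF4 targets, and WARS1 in that of aminoacyl-tRNA synthetases. In the list for arginine genes 0 were called in RS4;11, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05. OAT and SLC7A2 of that list, chosen after their values had been seen, had a fitted change of 0 with an SE of 0. They could not have been called in RS4;11. Leaving out TOM-1 control replicate 3 gave 1 call.

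**Figure D3:**
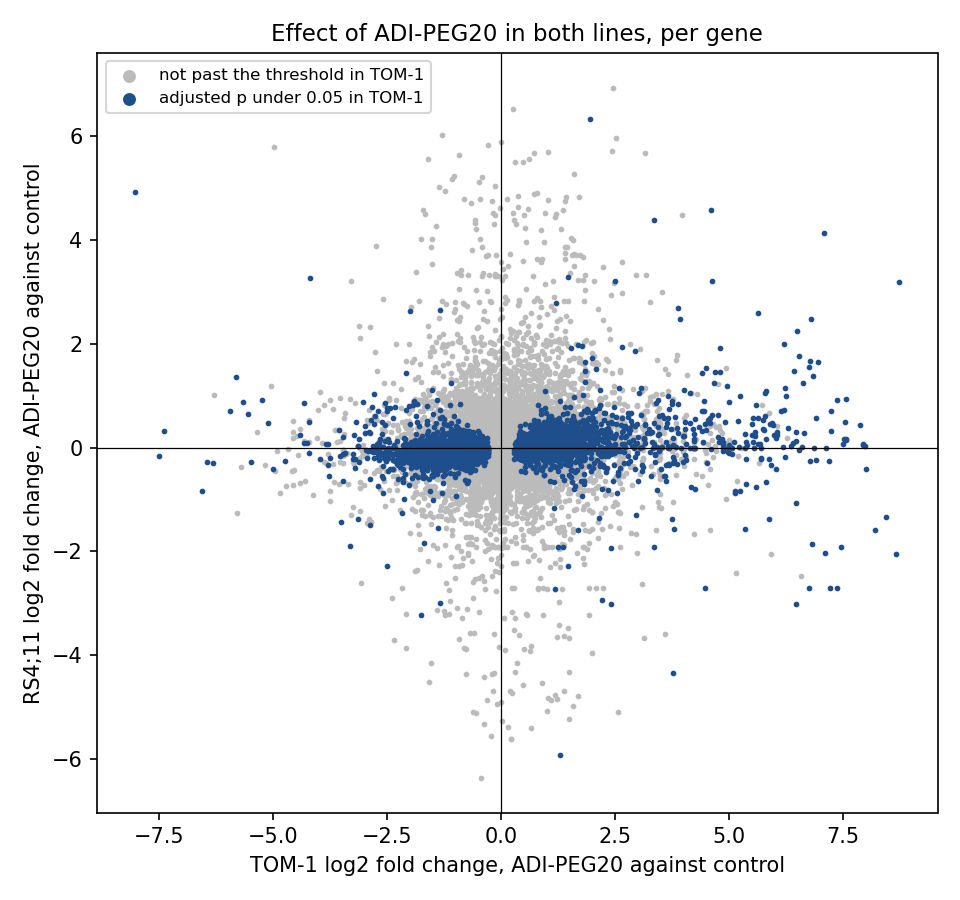
Log2 fold change after ADI-PEG20 in TOM-1 (horizontal) against RS4;11 (vertical), a point for each of the 17349 tested genes, with the 5527 genes past the threshold in TOM-1 in dark blue. The called genes spread along the horizontal axis, and Pearson's r was 0.080.

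The effect of ADI-PEG20 was then compared between the lines by testing the difference of the log2 fold changes. It passed the threshold for 2072 genes, 1022 with a higher and 1050 with a lower effect in TOM-1, and for 5567 (2876 higher, 2691 lower) without TOM-1 control replicate 3. Sample quality weights moved this count most, to 5868. Leaving out a treated TOM-1 library or an RS4;11 library gave from 1169 to 1375. The effect was larger in TOM-1 for TRIB3 by 3.60 (SE 0.32, adjusted p = 7.55e-05), DDIT3 by 2.38, SESN2 by 1.85 and CHAC1 by 1.42. For ASS1 the difference was not past the threshold (adjusted p = 0.0934). It passed without treated TOM-1 replicate 3 (adjusted p = 0.0209), and over the 12 fits that each left out 1 library the adjusted p ran from 0.0209 to 0.187. The differences for SLC7A1 (0.73) and ATF4 (-0.59) were not called, and were called without TOM-1 control replicate 3 (0.38, adjusted p = 0.00327, and -0.26, adjusted p = 0.0122). Of the 20 tested arginine genes 5 differed over all genes and 5 when adjusted over the list alone, and as few as 3 in fits that each left out 1 library. The difference could not be measured for OAT (SE 1363.5) and SLC7A2 (SE 1218.5), so a missing call says nothing about them.

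By fitted difference, the rule named RNF152, LITAF, PCDHGA11 and IFI44 as the genes with a larger increase in TOM-1 than in RS4;11. All 4 had 0 counts in TOM-1 control, and treated TOM-1 was at least 10.6-fold, 10.4-fold, 3.82-fold and 3.04-fold above the floor. Their order therefore rests on fitted values and not on measured sizes. Treated TOM-1 levels were 1.30, 1.28, 0.47 and 0.37 CPM, and the limit of 5 CPM was met through RS4;11 (18.6, 52.2, 15.8 and 9.86 CPM in control). TREML2, with a fitted difference of 6.52 against 6.17 for IFI44, was not named by the rule here. PCDHGA11 belongs to a gene cluster with shared exons, with 37.5% of its exonic bases shared on the same strand, and its count is uncertain. TEX19, LINC01108, S100A4 and TLR10 had the largest fitted decrease by that rule. LINC01108 was at least 5.73-fold lower in treated TOM-1, and at least 2.86-fold without TOM-1 control replicate 3. TEX19 shares 43.8% of its exonic bases with a gene on the opposite strand, and its difference was lost without treated RS4;11 replicate 1 (adjusted p = 0.0669). Without RS4;11 control replicate 2, the only RS4;11 control with reads of TEX19, the size of the difference is not defined.

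Across the 17349 genes, the log2 fold changes of the lines had a Pearson's r of 0.080 and a Spearman's rho of 0.227. They were 0.029 and 0.139 without TOM-1 control replicate 3, 0.020 and 0.092 with DESeq2 over 31356 genes, and 0.111 and 0.263 over the 15739 genes with a mean of 10 counts. Genes are not independent replicates, and no p is given. Of 5527 genes called in either line, all of them called in TOM-1, 69.3% had an RS4;11 estimate in the same direction. Without TOM-1 control replicate 3 the share with the same direction was 64.4% of 7629 genes called in either line.

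**Figure D4:**
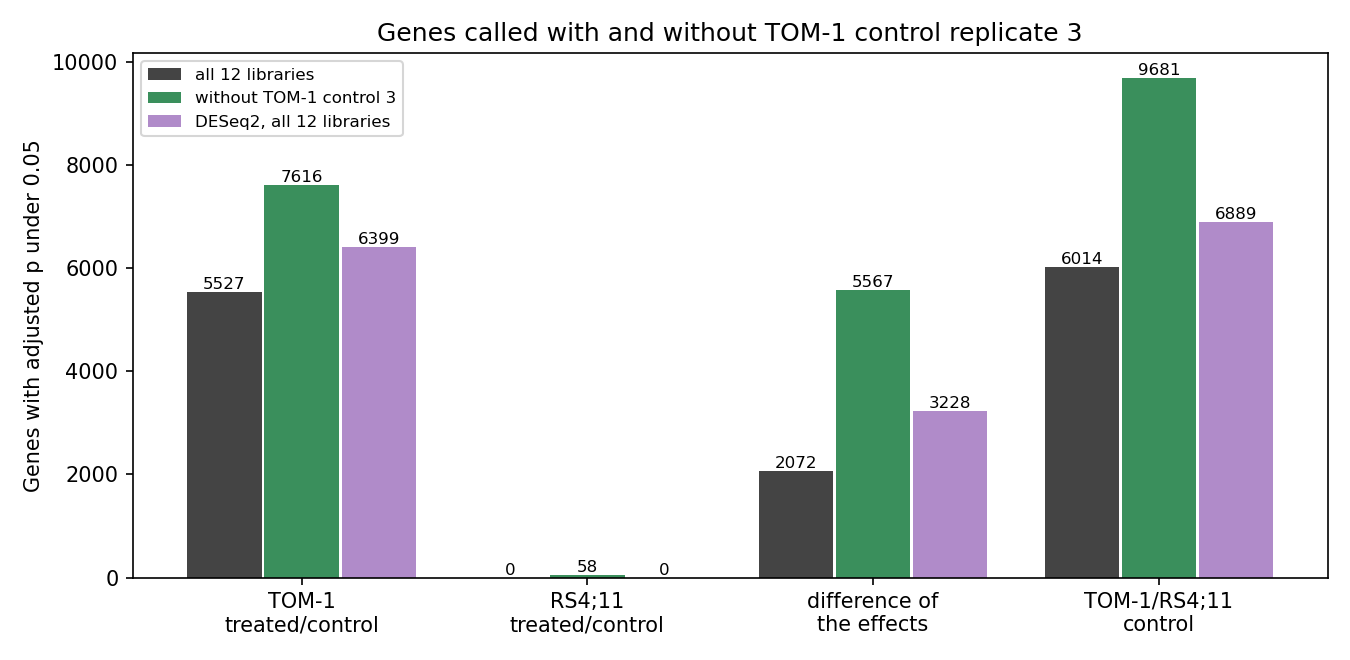
Genes with an adjusted p under 0.05 in each of the 4 contrasts with all 12 libraries in edgeR, without TOM-1 control replicate 3, and with DESeq2. The count for the difference of the effects was 2072, 5567 and 3228, and that for RS4;11 was 0, 58 and 0.

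Of 42 tests of gene lists, 29 passed the threshold (camera, adjusted p): 12 in TOM-1, 6 in RS4;11 and 11 for the difference. Of these 29, 26 held under fry and 10 with an estimated correlation. Those 10 were ATF4 targets and p53 targets in all 3 contrasts, and cholesterol biosynthesis and ribosome biogenesis and MYC targets in TOM-1 and in the difference. The median of all genes in the TOM-1 log2 CPM fit was 0.14 above 0, and 0.00 without TOM-1 control replicate 3.

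In TOM-1 the median of ATF4 targets was 1.41 (33 of 36 genes higher, adjusted p = 3.26e-13). Interferon-stimulated genes had a median of 1.08, p53 targets 0.77, aminoacyl-tRNA synthetases 0.58, and autophagy and lysosome genes 0.33. Cytosolic ribosomal proteins had a median of -1.18 (0 of 77 genes higher), and -0.70 without TOM-1 control replicate 3. Nuclear-encoded oxidative phosphorylation stood at -0.98, and -0.56 without that library. Mitochondrially encoded protein genes stood at -0.92, ribosome biogenesis and MYC targets at -0.81, cholesterol biosynthesis at -0.68, DNA replication and G1/S at -0.65, and arginine metabolism and transport at -0.34, or -0.20 without that library. ER chaperones and ERAD (-0.09) and G2/M (0.08) were not called, and stood at -0.21 and -0.11 without it. Calls for arginine genes, aminoacyl-tRNA synthetases and autophagy genes in TOM-1 were lost without TOM-1 control replicate 1, with adjusted p of 0.0601, 0.0867 and 0.105. Each was also lost without 1 other TOM-1 library.

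In RS4;11 the medians were smaller. ATF4 targets stood at 0.17 (27 of 36 genes higher, adjusted p = 1.75e-04), or 0.14 with genes at the floor set to their bound. Over 7 fits that each left out 1 library this median ran from 0.085 to 0.212 (camera, adjusted p up to 0.00775). Ribosome biogenesis and MYC targets stood at -0.15, oxidative phosphorylation at -0.15, p53 targets at -0.16 (5 of 23 genes higher), cholesterol biosynthesis at -0.06 and interferon-stimulated genes at 0.10, or 0.08 with bounds. The calls for cholesterol biosynthesis and interferon-stimulated genes were lost in fits that left out RS4;11 libraries, with adjusted p up to 0.123 for control replicate 1 and 0.191 for control replicate 3. Arginine genes (-0.08), aminoacyl-tRNA synthetases (-0.06), ER chaperones (-0.01), ribosomal proteins (-0.01), DNA replication (-0.05), G2/M (-0.02), autophagy genes (0.01) and mitochondrially encoded genes (0.04) were not called. Aminoacyl-tRNA synthetases passed in RS4;11 without TOM-1 control replicate 3 (adjusted p = 0.0145). Of the 14 lists, 11 differed between the lines, and arginine genes (-0.28), ER chaperones (-0.08) and G2/M (0.09) did not. Without TOM-1 control replicate 3 these 3 medians were -0.13, -0.16 and -0.05. Over the 12 fits that each left out 1 library, the median difference for arginine genes ran from -0.47 to -0.047. The difference for autophagy and lysosome genes (adjusted p = 0.0422) was lost in 9 of the 12 fits that each left out 1 library, with adjusted p up to 0.127.

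**Figure D5:**
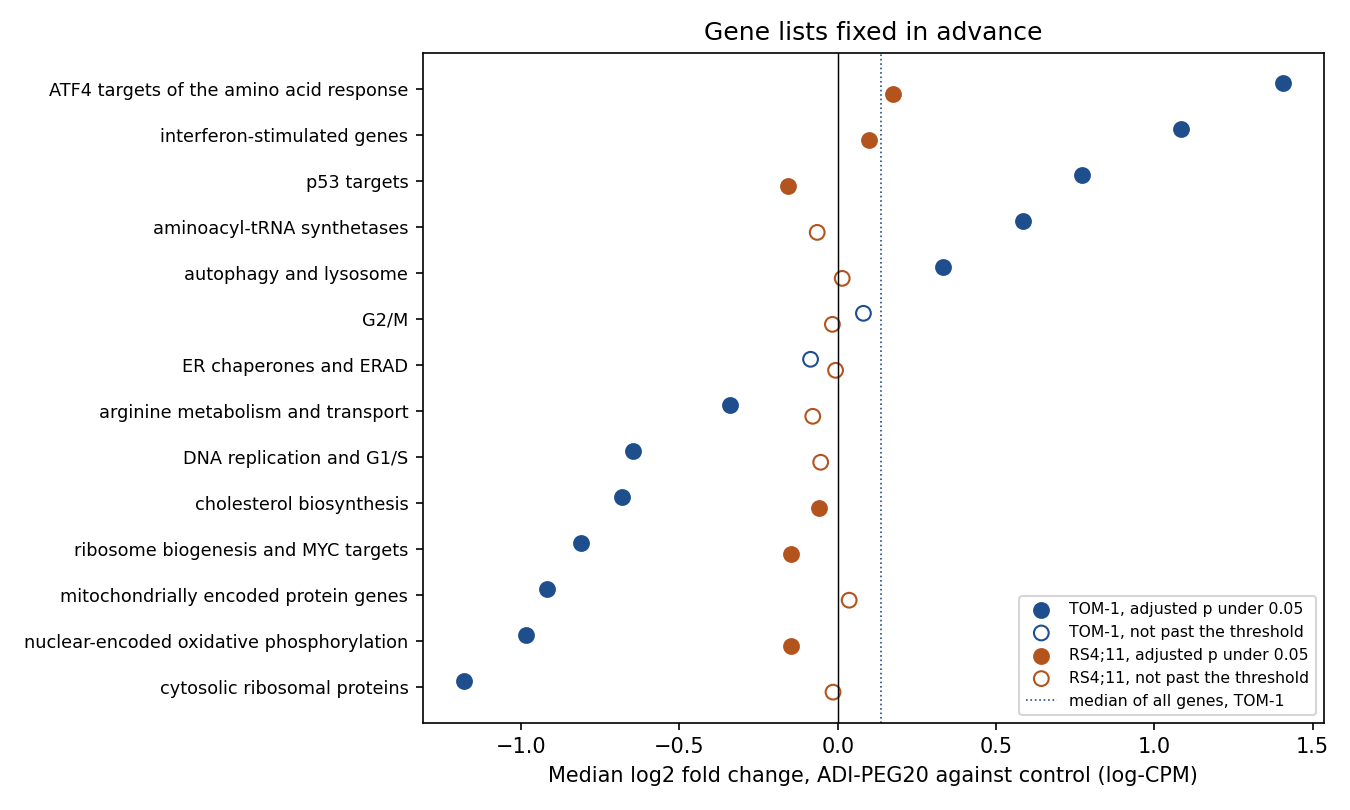
Median log2 fold change after ADI-PEG20 of 14 gene lists in TOM-1 (blue) and RS4;11 (brown), filled where the adjusted p was under 0.05, with the median of all genes in TOM-1 dotted. TOM-1 medians ran from -1.18 to 1.41, and RS4;11 medians from -0.16 to 0.17.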

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

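The tests without TOM-1 control replicate 3, with length offsets and with each RS4;11 library left out for p53 targets were chosen after the result had been seen. The other splits, the length test on named genes and the test for swapped RS4;11 libraries were written down before they were run.

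The effect of ADI-PEG20 differed between the lines for 2072 genes by the test of the difference itself. With that library left out the count rose to 5567, of which 2069 were among the 2072, so its spread argues against itself as the source of the difference. Taking out each library's trend with transcript length, without that library, left 5415 genes, 2064 of them among the 2072. A length trend therefore does not explain most of the calls. Other splits of the libraries were drawn by exchanging control and treated libraries within each line: 10 of 100 splits, the real one included, gave as many genes. All 10 kept the real TOM-1 groups. Apart from the real split they exchanged RS4;11 libraries only, and each gave more genes than the real split, from 2172 to 2891. The highest count in the 90 others was 1. The count thus shows that TOM-1 responded. The real split gave the lowest count of the 10 that kept the real TOM-1 groups. An RS4;11 change in the same direction as in TOM-1 would lower the count, but 1 of 10 is the smallest share possible. These splits therefore do not decide whether the RS4;11 groups contributed. In TOM-1 alone 1 of 10 splits reached 5527, in RS4;11 10 of 10 reached 0, and for the lines in control culture 1 of 10 reached 6014. With 10 splits the share cannot go below 0.1.

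Of the gene lists, 11 differed between the lines. The medians of the differences were 1.18 for ATF4 targets, 0.56 for aminoacyl-tRNA synthetases, 0.95 for p53 targets, 0.94 for interferon-stimulated genes and 0.30 for autophagy and lysosome genes. They were -1.18 for cytosolic ribosomal proteins, -0.90 for mitochondrially encoded protein genes, -0.86 for nuclear-encoded oxidative phosphorylation, -0.68 for ribosome biogenesis and MYC targets, -0.61 for cholesterol biosynthesis and -0.59 for DNA replication and G1/S. Without TOM-1 control replicate 3, 11 of the 11 still passed in the same direction, and 11 with the length trend taken out as well. The size did depend on that library: ribosomal proteins moved to -0.67 and oxidative phosphorylation to -0.42. Autophagy and lysosome genes no longer passed in 9 of the 12 fits that each left out 1 library. With an estimated correlation the lists for ribosomal proteins, oxidative phosphorylation and 5 others no longer passed.

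The list of p53 targets moved in opposite directions, with a median of 0.77 in TOM-1 and -0.16 in RS4;11. With the length trend taken out, the RS4;11 median was -0.17 (adjusted p = 2.36e-05), which argues against that trend. The fall passed in 6 of 6 fits that each left out 1 RS4;11 library, with medians from -0.20 to -0.11, which argues against a single library. The change in RS4;11 is small, and a biological difference between the lines stays open as untested, since each kind of leukaemia is represented by 1 line.

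Named genes that differed were TREML2 (6.52), SLC16A6 (6.17), BHLHE40 (5.43), TRIB3 (3.60), DDIT3 (2.38), SESN2 (1.85) and CHAC1 (1.42), with larger effects in TOM-1. The sizes for TREML2 and SLC16A6 are fitted values that each rest on the 1 TOM-1 control library with reads. Their TOM-1 control means (0.065 and 0.095 CPM) lay below the floor of 0.123 CPM. Lower effects in TOM-1 were found for TEX19 (-4.63), S100A4 (-3.75), TLR10 (-3.68), FRMPD1 (-3.47), SCD (-3.32) and CD52 (-3.13). RNF152, LITAF, PCDHGA11 and IFI44 were at least 10.6-fold, 10.4-fold, 3.82-fold and 3.04-fold higher in treated than control TOM-1, and LINC01108 at least 5.73-fold lower, or 2.86-fold without TOM-1 control replicate 3. Of these 18 genes, 18 still passed without TOM-1 control replicate 3, and 18 with length offsets as well. Reads shared with overlapping genes stay open for PCDHGA11, TEX19 and DDIT3.

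A swap of libraries within RS4;11 would hide a response there. The mean of the ATF4 list was higher in the treated library in 9 of the 9 pairs of treated and control RS4;11 libraries, which argues against a swap. In RS4;11 control the means were 4.81, 4.79 and 4.73 log2 CPM, and 4.98, 5.05 and 4.84 after treatment. TOM-1 went from 4.94, 4.83 and 4.65 to 6.32, 6.41 and 6.36. The presence of ASS1 in RS4;11 is an open explanation for its smaller response. It was not tested, because the lines differ in 6014 genes in control culture and in their rearrangements.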

How the results depend on the processing

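The settings with length offsets, sample quality weights, and RS4;11 without TOM-1 control replicate 3 were chosen after the data had been seen. The library with the largest effect was TOM-1 control replicate 3. Over the fits that each left out 1 library, TOM-1 calls ran from 3960 to 7616, RS4;11 calls from 0 to 58, calls for the difference from 1169 to 5567 and calls between control cultures from 4731 to 9681. The highest value of each came without that library, where 5346 of the 5527 TOM-1 calls were shared. Arginine genes called ran from 6 to 10 in TOM-1, 0 to 1 in RS4;11, 3 to 6 for the difference and 8 to 16 in control culture. The share of genes with the same direction in both lines was 64.4% without that library. Without TOM-1 control replicate 1 or 2, 2748 and 2643 genes were called for the difference. Without a treated TOM-1 library or an RS4;11 library the count ran from 1169 to 1375. The cause was not tested.

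The fit on 6 libraries alone, which has fewer samples, called 2639 genes in TOM-1, 3 in RS4;11 and 3548 in control culture, and 5 arginine genes in TOM-1. DESeq2 called 3228 genes for the difference, and the cause was not tested. Sample quality weights gave TOM-1 control replicate 3 a weight of 0.035 and called 8434 genes in TOM-1, 17 in RS4;11, 5868 for the difference and 10037 in control culture, with 1 arginine gene in RS4;11 and 16 in control culture. Length offsets without TOM-1 control replicate 3 called 20 in RS4;11, 5415 for the difference and 9464 in control culture, with 16 arginine genes there. Length offsets with all libraries, other scalings and other filters kept each of these counts within 1.5 times. Upper-quartile scaling put 42.4% of the genes called for the difference higher, against 49.3% in the design fixed in advance, because it sets the scale of each library. Length offsets with all libraries put 42.6% of TOM-1 calls higher, against 50% in the design fixed in advance.

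The replicate numbers share only a number. Deviations of same-numbered libraries had correlations of -0.03, -0.01 and -0.05 in TOM-1 and 0.12, 0.09 and 0.27 in RS4;11. With the replicate number as a block, 1213 genes were called for the difference, and 4758 in TOM-1, 0 in RS4;11 (251 at an unadjusted p under 0.05) and 5647 in control culture. The block left 25 of the 29 list calls.

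Camera with an estimated correlation passed 10 lists, since it allows for correlation between a list's genes. Directions that reversed are listed next. ATF4 in RS4;11 was 0.005 with DESeq2 size factors, 0.005 with DESeq2 and 0.002 in the 6-library fit, and from -0.044 to 0.035 over fits that left out a library. Ranges over such fits in RS4;11 were -0.048 to 0.941 for ASNS, -0.278 to 0.013 for DDIT3 and -0.046 to 0.058 for HOXA9. In control culture they were -0.067 to 0.581 for SLC7A1, -0.174 to 0.271 for ATF4, -0.085 to 1.331 for ASNS and -0.092 to 0.567 for DDIT3. The reversed value came without TOM-1 control replicate 1 for SLC7A1, 2 for ASNS and 3 for ATF4 and DDIT3. ATF4 there was -0.17 without TOM-1 control replicate 3 (adjusted p = 0.013, and 0.013 to 0.776 over those fits).

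The direction that camera gave to lists in RS4;11 reversed for ER chaperones (-0.007 with the block, -0.05 to 0.038 without a library), ribosomal proteins (-0.059 to 0.052), DNA replication (-0.13 to 0.00), G2/M (-0.07 to 0.065, and -0.026 with length offsets without TOM-1 control replicate 3) and mitochondrially encoded genes (-0.128 to 0.191). G2/M also reversed for the difference under fry (0.09). None of these had passed the threshold with all libraries; DNA replication passed in 3 of 7 and mitochondrially encoded genes in 2 of 7 fits that left out a library. The cause was not tested. Other changes of a call numbered 48 weaker and 12 stronger for lists, and 19 weaker and 8 stronger for named genes, with 739 comparisons of named genes on the same side.

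Depth limits genes at the floor: 3 counts are 0.083, 0.116 and 0.135 CPM before TMM scaling in the TOM-1 control libraries. The scaled floor of that group, used for the fold bounds, was 0.123 CPM. ASS1 below that level in TOM-1 control was not detectable.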

Other observations

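The tests on TOM-1 control replicate 3, on RS4;11 calls, on the ASS1 locus count and on reads of ASS1 in treated TOM-1 were chosen only after the result had been seen. The tests of length within groups of GC content, of the neighbours of ASS1, of heat-shock genes and of the gene overlapping ASNS were written down before they were run. The limits by which the GC test and the ASNS test were judged were settled after their results had been seen, as was the judgement on the lost RS4;11 calls. The list of heat-shock genes was written after 6 of its genes had been seen, and only the others were tested.

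TOM-1 control replicate 3 departed from replicates 1 and 2. Thinned to its total, replicate 1 still had reads in 19978 genes and replicate 2 in 20000, against 14963, which argues against depth. Genes expressed in RS4;11 and at the floor in replicates 1 and 2 stood in it at 0.00857% of their RS4;11 level, which argues against RS4;11 material. With length taken out, the slope of its deviation on the effect of ADI-PEG20 was -0.12 (SE 0.02), which argues against treated material. Its deviation fell with transcript length (Spearman's rho across genes -0.25, and -0.00 for replicate 1 against 2). It also rose with GC content (rho 0.30). Over the 9326 genes at 10 CPM or more these values were -0.64 for length and 0.49 for GC content. Within 5 groups of GC content the relation to length stayed, from -0.19 to -0.27, so GC content was not its whole source. Among genes with 20 to 50 expected counts, 21.5% had 0 counts, against 1.81% for replicate 2 predicted from replicate 1. Partly degraded RNA, few starting molecules and a GC bias may each have contributed, and these remain open. No biological explanation was tested.

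No gene was called in RS4;11 with all 12 libraries, and 58 were called without TOM-1 control replicate 3, so the spread of that library in the shared estimate is a candidate source of the 0. The 37 genes that rose had a median transcript length of 7320 bases and the 21 that fell 2432 bases. With length offsets 17 of the 58 remained, which argues against a length trend for those. Of the 41 that were lost, 33 were long and higher or short and lower, against 8 of the 17 that remained. For the 41, a length trend and a response cannot be told apart, because the genes were chosen from the same contrast.

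ASS1 had 0 counts in every TOM-1 control library. Of 15 genes within 1 Mb of it in GENCODE release 29 that RS4;11 expressed, 1 (PLPP7) was at the floor in TOM-1. This argues against loss of the whole region from every copy. Loss from only some copies would leave the neighbours expressed and stays open. ABL1 had 10762, 7555 and 3100 counts in the TOM-1 controls. Reads of the joined BCR and ABL1 can be among them, so ABL1 alone does not show that the region was kept. ASS1 itself was counted at 162 CPM in RS4;11 control, which argues against a locus that counts poorly. Loss of the gene alone and silencing stay open.

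ASS1 had 14 and 5 counts in treated TOM-1 replicates 1 and 2, or 0.262% of its RS4;11 level. If RS4;11 reads had been carried over, other genes would show a like share. The median share was 0 over 10 genes at 100 CPM or more in RS4;11 and 0 in TOM-1 controls, and 10 of the 10 had 0 counts in both libraries. Low expression of ASS1 after arginine removal is a candidate explanation, which rests on 19 reads and is absent from replicate 3.

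ASNS, a target of ATF4, had 29, 41 and 0 counts in TOM-1 control and 113, 149 and 124 after treatment. It shares exonic bases with a gene on the same strand, ENSG00000284707. That gene had at most 149 counts, and its log2 fold change in TOM-1 without control replicate 3 was 0.05 (edgeR, adjusted p = 0.951). Assignment of ASNS reads to it would have made it rise. Discarding of shared reads was not tested and stays open, so the level of ASNS may be understated.

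Heat-shock and chaperone genes fell in TOM-1. Of 24 genes not seen before, 22 were tested. Their median log2 fold change was -0.62 against 0.14 for all genes, with 19 below that median. Without TOM-1 control replicate 3 it was -0.48 against 0.00 for all genes. With the length trend taken out as well it was -0.49 against 0.01. Neither explains the whole fall, but its distance from the median of all genes was smaller without that library. HSPE1 fell by 2.97 and FKBP4 by 1.62, whereas HSPA9 rose by 1.01. HSPA1A and HSPA1B are near-identical copies and their counts are uncertain. Lower activity of the heat-shock response after arginine removal may explain the pattern as a hypothesis. Other causes, such as slower growth, were not tested.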
